# Naturally-occurring canine invasive urothelial carcinoma harbors luminal and basal transcriptional subtypes found in human muscle invasive bladder cancer

**DOI:** 10.1371/journal.pgen.1007571

**Published:** 2018-08-08

**Authors:** Deepika Dhawan, Noah M. Hahn, José A. Ramos-Vara, Deborah W. Knapp

## Abstract

There is growing evidence that molecular subtypes (e.g. luminal and basal subtypes) affect the prognosis and treatment response in patients with muscle invasive urinary bladder cancer (invasive urothelial carcinoma, iUC). Modeling these subtypes in pre-clinical animal studies is essential, but it is challenging to produce these subtypes, along with other critical host and tumor features, in experimentally-induced animal models. This study was conducted to determine if luminal and basal molecular subtypes are present in naturally-occurring canine iUC, a cancer that mimics the human condition in other key aspects. RNA sequencing was performed on 29 canine treatment naive iUC tissue samples and on four normal canine bladder mucosal samples. Data were aligned to CanFam 3.1, and differentially expressed genes were identified. Unsupervised hierarchical clustering of these genes revealed two distinct groups (n = 13, n = 16). When genes that distinguish basal and luminal subtypes in human cancer (n = 2015) were used to probe genes differentially expressed between normal canine bladder and iUC, 829 enriched signature genes were identified. Unsupervised hierarchical clustering of these genes revealed two distinct groups comprised of 18 luminal subtype tumors and 11 basal subtype tumors. The enriched genes included *MMP9*, *SERPINE2*, *CAV1*, *KRT14*, and *RASA3* in basal tumors, and *PPARG*, *LY6E*, *CTSE*, *CDK3*, *and TBX2* in luminal tumors. In supervised clustering, additional genes of importance in human iUC were identified in canine iUC associated with claudin-low and infiltrated tumors. A smaller panel of genes (n = 60) was identified that distinguished canine luminal and basal iUC with overall 93.1% accuracy. Immune signature patterns similar to those in human iUC were also identified with the greatest enrichment of immune genes being in the basal subtype tumors. These findings provide additional compelling evidence that naturally-occurring canine iUC is a highly relevant and much needed model of human iUC for translational research.

## Author summary

Approximately 50% of patients with invasive urinary bladder cancer (invasive urothelial carcinoma, “iUC”) die from their cancer. Better therapeutic strategies are essential. A relatively recent important finding in iUC is the presence of molecular subtypes (luminal and basal subtypes). These subtypes affect the cancer aggressiveness and response to particular treatments. To make progress against iUC, these subtypes must be modeled in animal studies which are used to select the most promising new treatments for human trials. It is, however, challenging to replicate these subtypes combined with other key features in experimentally-induced tumors. We performed RNA sequence analyses of naturally-occurring iUC in pet dogs (with comparison to normal canine bladder and sequencing data from humans), and demonstrated that the luminal and basal subtypes are clearly present in canine iUC. This builds on previous findings of the similarities between iUC in dogs and humans in pathology, metastatic behavior, and response to chemotherapies. In conclusion, the findings of our study provide further compelling evidence that canine iUC is a highly relevant model of human iUC for translational research. Canine clinical trials can be used to select the most promising strategies to take into human trials, thus benefiting humans as well as pet dogs.

## Introduction

Muscle invasive bladder cancer or more specifically, invasive urothelial carcinoma (iUC), is lethal in approximately 50% of patients, with most deaths being due to drug-resistant metastatic disease [1]. Clearly better therapies for iUC are needed. One of the key advances that could improve iUC therapy has been the identification of molecular subtypes (luminal, basal) which are linked to iUC behavior and response to chemotherapy, targeted agents, and immunotherapies [2–10]. Basal iUC is inherently aggressive, is associated with more advanced local stage and metastasis at diagnosis, and is enriched for *STAT3*, *TP63*, *KRT5/6A*, *CD44*, *HIF-1*, and *EGFR* [2–10]. Luminal iUC is thought to be associated with better clinical outcomes, and is enriched for *ER*, *TRIM24*, *FOXA1*, *GATA3*, *FGFR3*, and *PPARG* [2–10]. Subclassifications within these major subtypes have also been identified [9,10]. New drugs and drug combinations delivered in the context of molecular subtypes could greatly improve the outlook for patients with iUC.

Relevant pre-clinical animal models that accurately predict drug effects in humans are needed to optimize new treatment protocols for iUC [11,12]. This is especially the case now as the number of bladder cancer patients is insufficient to test even part of the potential new drug and combination therapy protocols of interest. Studies in relevant pre-clinical models could be used to screen multiple approaches with the most promising ones taken into human trials. These animal models must recapitulate the molecular subtypes of iUC found in humans, as well as mirroring other aspects of the human condition (heterogeneity, innate and acquired drug resistance, metastasis, etc.). In addition, with the resurgence of immunotherapies, and the recognition that the immune response plays an important role in the efficacy of other cancer therapies as well, it is critical that the animal model also have a level of immunocompetence similar to that in human cancer patients [13,14]. While it is difficult to create an experimental animal model that has these collective features, there is growing evidence that naturally-occurring iUC in pet dogs can serve as this essential relevant model to complement traditional experimental models of bladder cancer [11,12]. Invasive UC in dogs closely mimics the cancer in humans in pathology, molecular features, biological behavior including sites and frequency of distant metastasis, and response to chemotherapy [11,12]. Proteomic and genomic analyses have defined further intriguing similarities between iUC in dogs and humans [15,16]. Differentially expressed genes (between iUC and normal bladder) that are shared between dogs and humans include >450 genes identified by microarray, and >800 identified by RNA-seq (P<0.05; 2FC) [15,16]. Relevant to the importance of molecular subtypes, early microarray studies of canine iUC have indicated the presence of luminal and basal subtypes similar to those in human iUC [15]. Though vast similarities exist between the human and dog disease, there are also expected differences. Activating mutations in the MAPK pathway occur in iUC in both species, but BRAF mutations which predominate in dogs, are rare in humans [11].

Clinical trials in dogs with iUC are considered a win-win scenario with each dog having the chance to benefit, and new knowledge gained that will help humans and dogs. With canine iUC comprising approximately 2% of the estimated 6 million new canine cancer cases each year, there are ample numbers of dogs for translational research. In addition to treatment trials, canine iUC can be used to elucidate environmental exposures and gene-environment interactions involved in the cancer development. Exquisitely high breed-associated risk, such as the 20X increased risk in Scottish Terriers compared to mixed breed dogs, offers unparalleled opportunities to investigate the causes of iUC, and to perform early detection / early intervention trials [12]. Chemical exposures (lawn chemicals, older flea control products) have been associated with increased iUC risk in dogs, and consumption of vegetables in addition to commercial dog food has been associated with a lower risk of iUC in dogs [12].

RNA-seq analysis of canine iUC was performed to confirm and extend earlier findings. Specifically, the aims of the work were to: (1) determine the presence of the major luminal and basal transcriptional subtypes in canine iUC, (2) explore the presence of additional subclassifications within subtypes as reported in humans, (3) define a smaller set of genes which could be used to subtype canine iUC, and (4) investigate the immune signatures present in canine iUC. The study was successfully completed, and the findings provide further compelling evidence that naturally-occurring iUC in dogs can serve as a highly relevant model of human invasive bladder cancer.

## Results

### Unsupervised clustering of differentially expressed genes between canine normal urothelial cells and iUC segregate canine iUC into distinct transcriptional subtypes

Unsupervised clustering of canine iUC samples segregated canine iUC into two distinct groups (n = 13 and n = 16) (Fig 1). 

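RNA was sequenced from 29 canine iUC tumors and 4 samples of normal bladder mucosa, all run in a single sequencing batch. The authors removed ribosomal RNA, sequenced paired-end reads on an Illumina HiSeq instrument, aligned them to the canine genome, quantified the annotated genes in Strand NGS, and deposited 2 tables, normalized by TMM and by DESeq, in which each value is the log2 of a normalized value minus the median of that gene over all 33 samples. Because the gene median is subtracted, the tables show how samples differ in a gene and not directly how abundant the gene is. The total count of a sample cannot be read from them. The analysed copies hold 25096 genes in the TMM table and 25139 in the DESeq table; of 11073 matched symbols, all but 19 lie on chromosomes 1 to 26. Many genes (10323 of 25096 in the TMM table) have a lowest value shared by several samples. The abundance of these genes can be read as the height above that value. This lowest value corresponds to a normalized value of 1 before the log. The commonest low step above it, taken as the value of 1 read pair, had a median of 3.24 normalized units in the normals (range 2.90 to 3.62) and 2.06 in the tumors (range 1.64 to 2.48). Between 620 and 884 genes were at the lowest value in a normal, with a median of 678, against 3564 to 8040 in a tumor, with a median of 6741. Differential expression was tested with limma on the deposited log2 values, and the tumors were then clustered without the normals.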

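K-means clustering of the 29 tumors into 2 groups, with 100 starts on the TMM-normalized values of the pooled differentially expressed genes, gave groups of 3 and 26 tumors. The same division came from the DESeq-normalized table, from genes scaled to unit SD, and from the genes called in the TMM-normalized table alone. Restricted to pooled genes whose median over all samples lies above the lowest value, a setting chosen after the data were seen, the groups held 13 and 16 tumors. Over the tumors, the first principal component of the pooled genes had a Pearson's r of 0.751 (permutation p = 4e-05) and a Spearman's rho of 0.447 (permutation p = 0.0159) with the share of olfactory receptor genes above the lowest value, and r was 0.507 without the 2 tumors whose share lay farthest from the median. These receptor genes were taken as a measure of reads over genes not expected to be active in bladder.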

Hierarchical clustering of genes that are differentially expressed in basal and luminal subtypes in human breast cancer (n = 2015; of which 829 were present in the canine dataset), and confirmed to be of relevance in human iUC [9], revealed two distinct groups within the canine tumor samples (Fig 2). 

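Of the 829 genes of S1 Table, 639 were in the analysed tables. Ward's linkage on Euclidean distances over their TMM-normalized values divided the tumors into clusters of 10 and 19. With the DESeq-normalized table the clusters held 9 and 20 tumors, and with only the 633 listed genes that were differentially expressed they held 11 and 18; in each of these settings 28 of the 29 tumors were grouped as before. No subtype label was used for any tumor. The first principal component of the same genes carried 25.1% of their variance and the second 9.73%. Scores on the first component ran from -21.8 to 23.8. The widest gap between neighbouring tumors, 8.41, lay at the low end within the larger cluster, and the ranges of the clusters overlapped. All 10 tumors of the smaller cluster scored above 0, while 17 of the 19 tumors of the larger one scored below 0. The sign of the component was set so that luminal genes outside S1 Table fell along it, and in what follows this component is the continuous measure against which genes and lists are set. From the grouping, the paper states that the canine tumors contain 2 distinct groups.

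**Figure D1:**
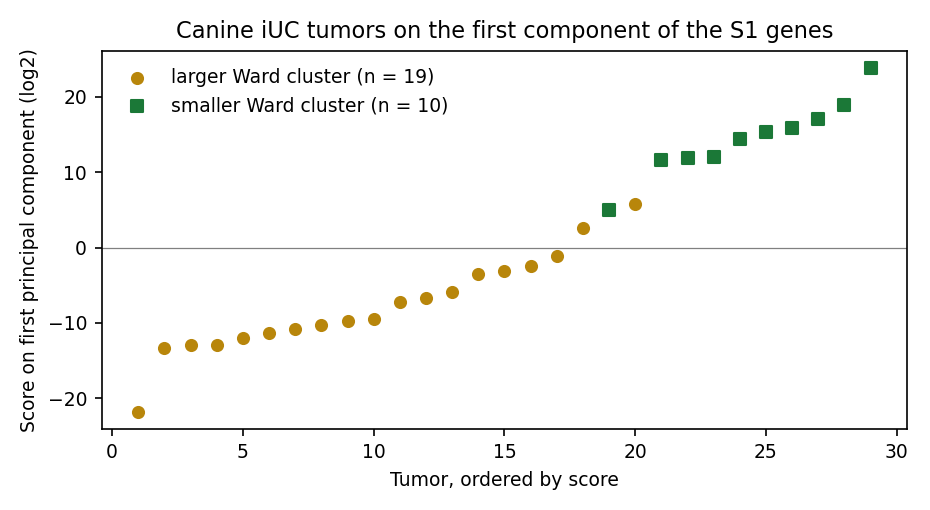
Score of each tumor on the first principal component of the S1 genes (y axis, log2 units), with tumors ordered by score (x axis), squares for the smaller Ward cluster and circles for the larger one. The scores run from -21.8 to 23.8, and the ranges of the clusters overlap.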

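Among the genes PPARG, FOXA1, CDK6, TBX2 and SNCG, FOXA1 had Pearson's r with the component of -0.460 (permutation p = 0.011, adjusted p = 0.0235) and Spearman's rho of -0.375 (permutation p = 0.0472, adjusted p = 0.0853), over 29 tumors, where the adjusted values cover the 47 named genes. Without the 2 tumors farthest from the median score, its r was -0.361. Both of these tumors lie at the high end, with scores of 23.8 and 19.0. Leaving them out, here and below, therefore does not test the low end of the component. Within the smaller and the larger Ward cluster the r of FOXA1 was 0.0960 and 0.0386; the clusters come from the same genes as the component, whose range is narrower within them. SNCG had an r of -0.429 (permutation p = 0.0205, adjusted p = 0.0357), with a rho of -0.392 (permutation p = 0.0367, adjusted p = 0.0719) and an r of -0.374 without those 2 tumors. For PPARG, CDK6 and TBX2 the r was -0.328, -0.270 and -0.142, and none passed the correction (adjusted p: PPARG 0.126, CDK6 0.212, TBX2 0.562). All 5 genes were higher in tumors than in normals, with log2 fold changes from 1.10 for SNCG to 1.55 for CDK6. PPARG, FOXA1 and SNCG lost the call in the DESeq-normalized table, as did SNCG without normal D. Set against the mean z of the basal list minus that of the luminal list of S2 Table, each without the gene itself, 13 of the named genes passed the correction in place of 27, with an r of -0.818 for FOXA1 and -0.591 for PPARG. With the share of olfactory receptor genes regressed out of both measures, a setting chosen after the data were seen, 27 named genes passed it. For CDK6 and TBX2 one of the 4 normals lay far from the other 3. CTSE was not analysed here.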

The group with the larger number of tumors (n = 18, 62% of tumors) was enriched for genes reported in human luminal iUC with examples including *PPARG*, *FOXA1*, *CTSE*, *CDK6*, *TBX2*, and *SNCG* [1,4,5,8]. The second group (n = 11, 38% of tumors) was enriched for genes reported in human basal iUC including *MMP9*, *SERPINE2*, *RASA3*, *and PLAUR* [5,6,8]. It is pertinent to state that the tumors identified as basal (n = 11), were the same tumors as present in the smaller group using K-means clustering (n = 13). 

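RASA3 had Pearson's r with the component of 0.812 (permutation p = 1e-05, adjusted p = 5.22e-05) and Spearman's rho of 0.785 (permutation p = 1e-05, adjusted p = 5.88e-05), at the 99.5th percentile of all genes, and it is not among the S1 genes. Its r was 0.815 without the 2 tumors farthest from the median score, 0.370 within the smaller Ward cluster and 0.520 within the larger one. MMP9 had an r of 0.398 and PLAUR of 0.371, with adjusted p of 0.0552 and 0.078, so neither passed the correction by Pearson's r. By Spearman's rho, MMP9 passed it (0.502, permutation p = 0.00581, adjusted p = 0.0124) and PLAUR did not (0.388, permutation p = 0.0387, adjusted p = 0.0728). SERPINE2 was not analysed here.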

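Of the 10 tumors in the smaller cluster on the S1 genes, 1 fell in the smaller K-means group and 9 in the larger one. On the pooled genes whose median lies above the lowest value, 10 of the 10 fell in the smaller group of 13; this setting was chosen after the data were seen.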

Differentially expressed genes commonly identified in the canine and human iUC samples in The Cancer Genome Atlas (TCGA) included, but were not limited to, *PIGR*, *AGR2*, *CDK3*, *ACTG2*, *DES*, *TPM2*, *TAGLN*, and *MYH11* [4,17].

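PIGR had the largest rise of the listed genes, with log2 fold change 5.57 (standard error 0.58, adjusted p = 2.27e-10) by limma with Benjamini-Hochberg adjustment. Its value was -5.55 ± 1.17 (SD, n = 4) in normals and 0.02 ± 1.09 (SD, n = 29) in tumors, in log2 units relative to the gene median, and every tumor lay above every normal. AGR2 rose by 4.34 and CDK3 by 4.15 on the log2 scale, with 28 of 29 tumors above every normal for CDK3. The muscle genes fell. ACTG2 was 7.35 ± 0.93 (SD, n = 4) in normals and 0.31 ± 1.25 (SD, n = 29) in tumors, a log2 fold change -7.05 (standard error 0.64, adjusted p = 6.91e-12) by the same limma fit. The log2 fold changes of TPM2, TAGLN and MYH11 were -6.28, -5.97 and -6.13, and for all 4 genes every tumor lay below every normal. The calls of these 7 genes also held with each normal left out in turn. DES was not analysed here.

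**Figure D2:**
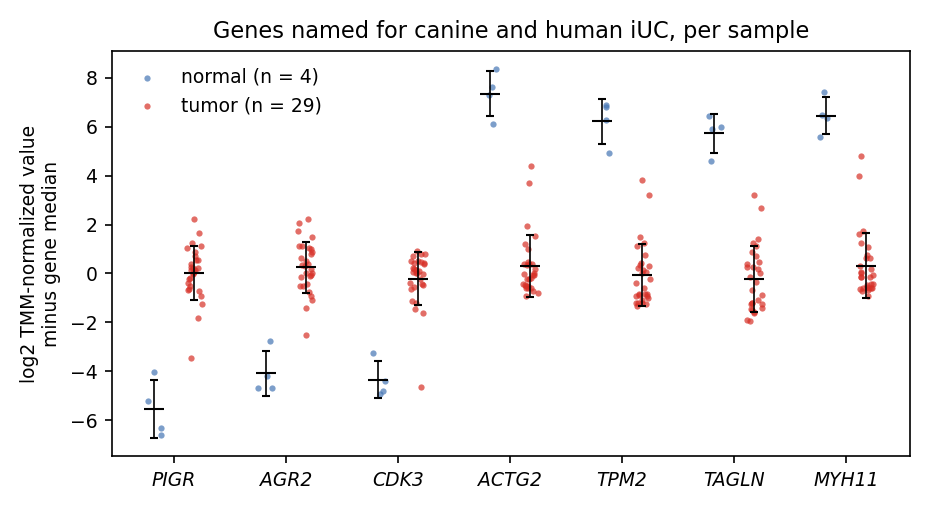
Log2 TMM-normalized value minus the gene median (y axis) of the listed genes in each normal (n = 4) and tumor (n = 29), with the mean and SD of each group in black. Every tumor lies above every normal for PIGR and AGR2 and below every normal for the muscle genes.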

**Fig 1:**
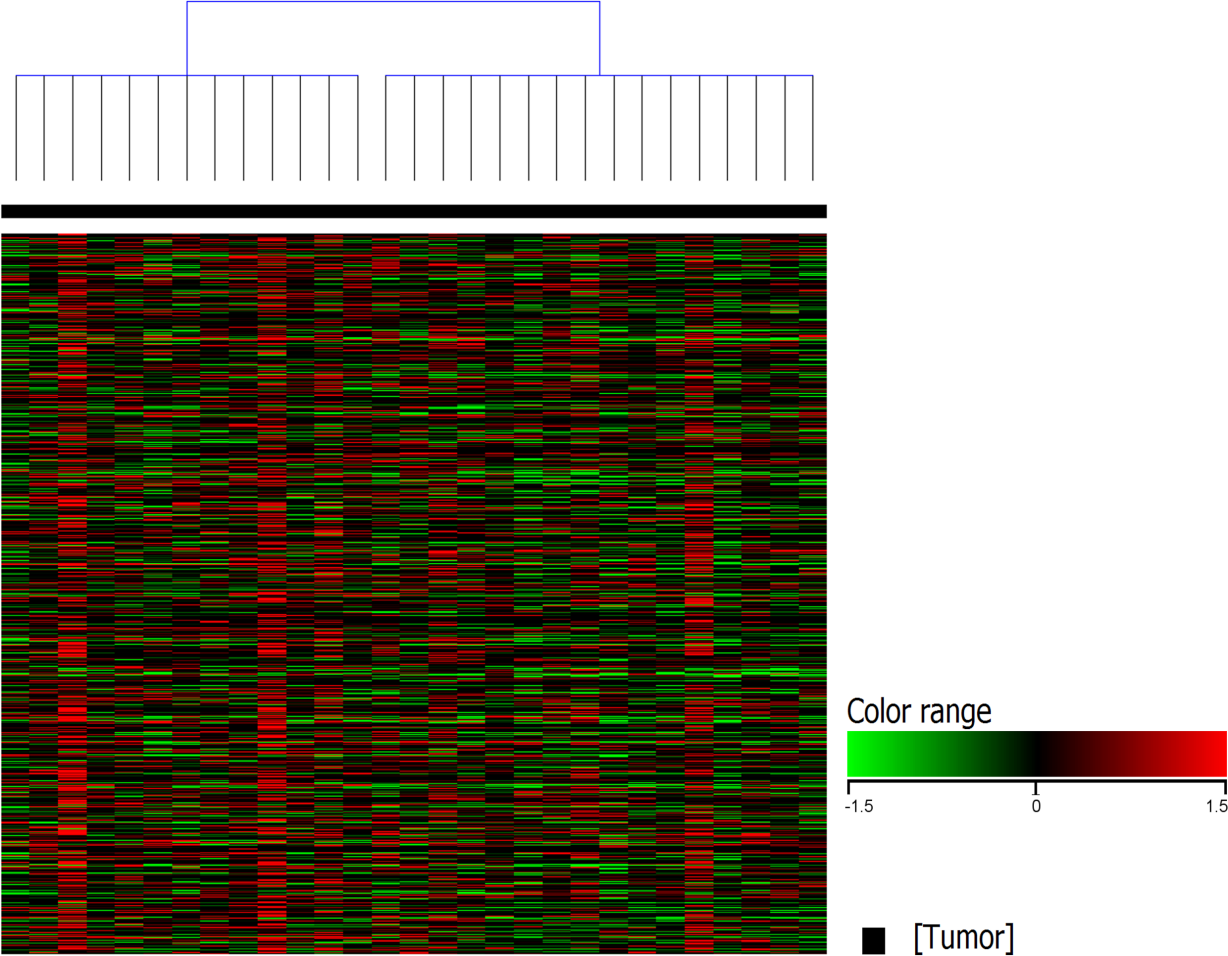
Unsupervised clustering of canine iUC samples separates tumor samples into two distinct groups. Canine iUC samples were normalized using TMM and DESeq concurrently. Statistical analyses were conducted using edge R (on TMM normalized data) and DESeq2 (on DESeq normalized data) with p corr ≤0.05. Only genes with ≥2 fold change were selected from each analysis, and the two lists of differentially expressed genes were combined. These differentially expressed genes were hierarchically clustered using K-means to result in unsupervised clustering of samples. The analyses revealed two distinct groups within the canine iUC tumor dataset (n = 13, n = 16).

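On the deposited log2 values, limma with a mean-variance trend called 2615 genes higher and 11206 lower in tumors in the TMM-normalized table, of 24471 tested, at an adjusted p of at most 0.05 and a change of at least 2-fold. In the DESeq-normalized table it called 1377 higher and 12045 lower of 24517. The pooled list held 14667 genes, of which 2615 were higher and 12052 lower. The median log2 fold change over all tested genes was -0.84 in the TMM-normalized table and -1.11 in the DESeq-normalized table. Over genes whose median lies above the lowest value, which leaves out genes at that value in most tumors, it was -0.01 and -0.29. Without the fold-change threshold the pooled list held 18486 genes. Of the olfactory receptor genes tested in the TMM-normalized table, 461 of 465 were among the genes called lower. By the rule set in advance, the largest rises beyond the genes the paper names were 5.37 for LYPD2, 4.62 for ADGRF1 and 4.02 for LIPG, and the largest falls were -8.27 for C9orf142, -7.98 for COPS6, -7.80 for PLPPR4, -7.46 for CDH19 and -7.43 for GPRC6A, as log2 fold changes. C9orf142 and COPS6 are listed at the lowest value in all 29 tumors, and whether their reads were counted there cannot be told from the tables.

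**Figure D3:**
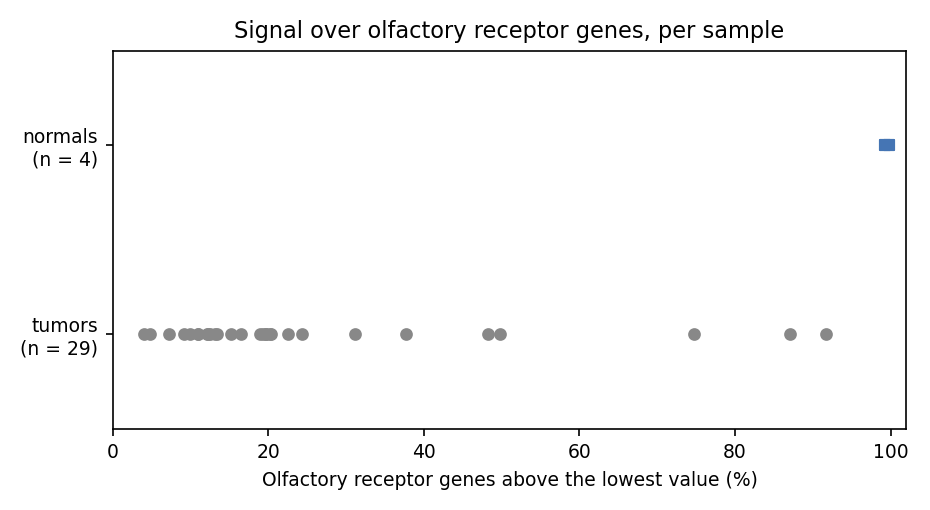
Share of olfactory receptor genes above the lowest value (x axis, percent) in each tumor (circles, n = 29) and each normal (squares, n = 4). The normals lie at 99.3% or more, and the tumors between 3.95% and 91.7%.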

**Fig 2:**
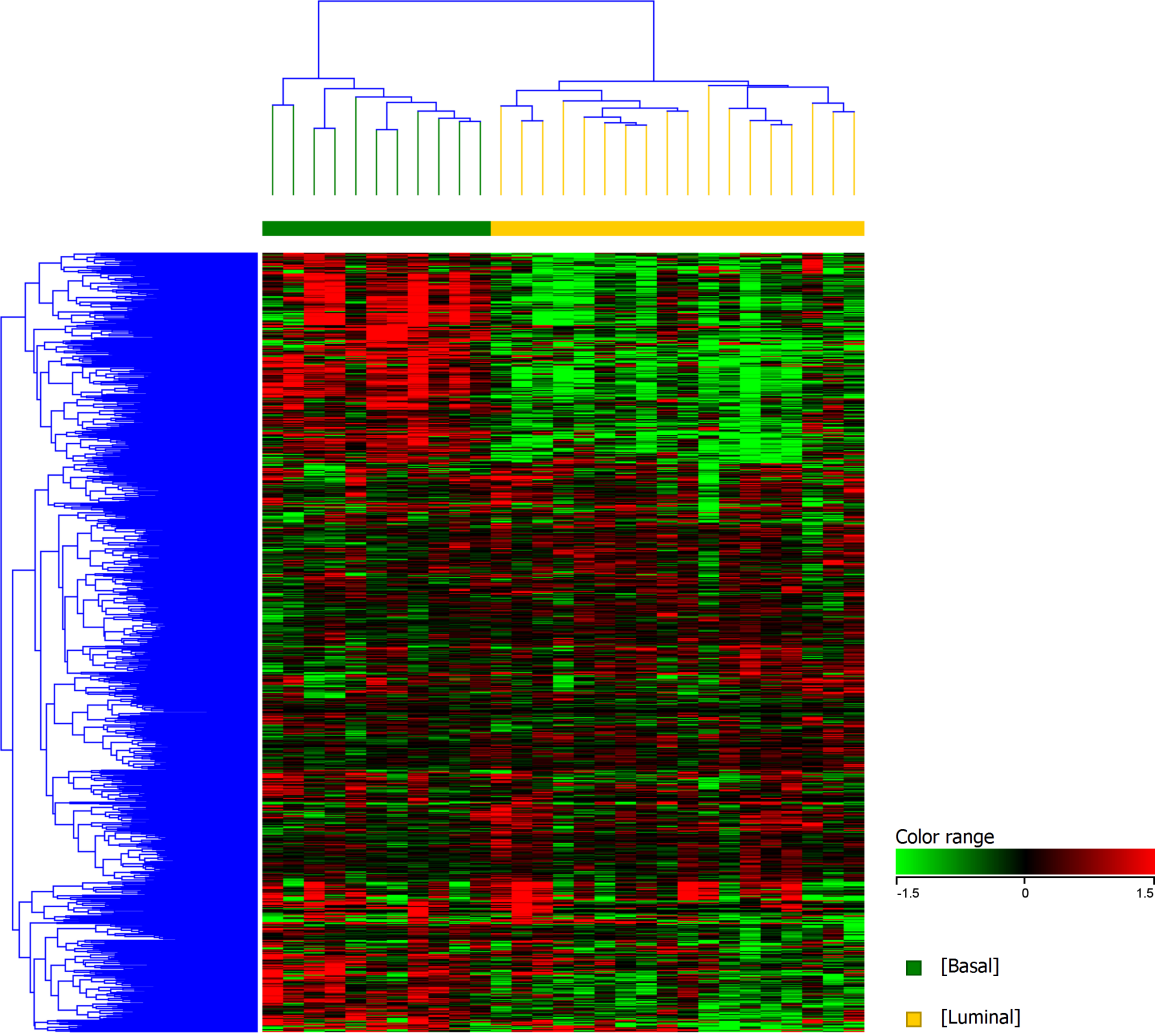
Unsupervised hierarchical clustering of genes identifying basal and luminal subtypes in canine iUC samples. Genes that assign basal and luminal subtypes in human breast cancer (and confirmed in human iUC) [6] were used to query the differentially expressed genes identified in canine iUC samples, and 829 commonly expressed genes were identified. Unsupervised hierarchical clustering was performed using these 829 genes employing Euclidean distance metrics and Ward’s linkage algorithm as a distance metric. Two distinct groups were identified as basal (n = 11) and luminal (n = 18).

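Of the 639 S1 genes in the analysed tables, 633 (99.1%) were in the pooled list of differentially expressed genes. The paper found the S1 genes among its own differentially expressed genes in the same samples. A high share was therefore largely set in advance and is no independent agreement. In the TMM-normalized table alone, 13821 of all 24471 tested genes were called.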

### Enrichment of genes in canine iUC that assign luminal, basal, and infiltrated phenotype in human iUC

Supervised clustering of genes reported to be of importance in subclassifying subtypes in human iUC confirmed the presence of the gene signatures in canine iUC, and included genes in addition to those enriched in the pairwise comparison. Genes of particular interest because of their relevance to human luminal iUC included *PPARG*, *VGLL1*, *and LY6E* [5,8]. 

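LY6E varied more between tumors than 98.1% of genes, and PPARG more than 53.6%. VGLL1 was not analysed here. The scores of the luminal genes of S2 Table that are not among the S1 genes (17 genes) had an r of -0.274 with the component (permutation p = 0.152, adjusted p = 0.164 over 14 lists) and a rho of -0.221 (permutation p = 0.249, adjusted p = 0.268). With all 32 genes of the list, r was -0.423 and passed the correction, but these include S1 genes that form the component.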

The expression of these genes was heterogenous across canine luminal iUC samples (Fig 3A). 

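Over the 29 tumors, PPARG had an SD of 0.69 on the log2 scale. LY6E ran from -3.18 to 3.56 with an SD of 2.04, and its r with the component was -0.0838 (adjusted p = 0.756, permutation test). On the luminal list, 5 of the 10 tumors of the smaller cluster fell in one list cluster, with 5 of the 19 tumors of the larger cluster, and the other 5 in the second list cluster.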

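PI3, DSG3 and KRT14 ranged widely over the 29 tumors. DSG3 ran from -3.17 to 6.35 (SD 2.72), KRT14 from -2.83 to 9.54 (SD 2.56) and PI3 from -3.34 to 5.49 (SD 2.71) on the log2 scale, and each had a larger SD than 99.4% of all genes tested. PI3 had Pearson's r with the component of 0.577 (permutation p = 0.00122, adjusted p = 0.00273) and Spearman's rho of 0.577 (permutation p = 0.00145, adjusted p = 0.00325), and 0.568 without the 2 tumors farthest from the median score. DSG3 had an r of 0.459 (permutation p = 0.0124, adjusted p = 0.0253) that fell to 0.287 without those 2 tumors, so it rests in part on them. By Spearman's rho (0.365, permutation p = 0.0527, adjusted p = 0.0885) DSG3 did not pass the correction. KRT14 had an r of 0.267 (adjusted p = 0.215, permutation test). The basal genes of S2 Table outside the S1 list (9 genes) had an r of 0.360 (permutation p = 0.0552, adjusted p = 0.0644), and 5 of them rose and 4 fell along the component. On this list, 6 of the 10 tumors of the smaller cluster fell with 18 of the larger one.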

Similar heterogeneity was observed when examining *PI3*, *DSG3*, and *KRT14* in canine basal iUC samples (Fig 3B) [5,8]. Most of the genes reported to be associated with assigning “infiltrated” human iUC were found to be upregulated in the canine basal iUC samples [8], although *SRGN*, *SERPINE2*, and *RGS2* were enriched in some of the canine luminal iUC samples (Fig 3C).

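The infiltrated genes of S2 Table outside the S1 list (13 genes) had an r of 0.708 (permutation p = 3e-05, adjusted p = 8.4e-05) and a rho of 0.706 (permutation p = 3e-05, adjusted p = 8.4e-05) with the component, and all 13 rose along it. Without the 2 tumors farthest from the median score, r was 0.687; it was 0.438 within the smaller cluster and 0.339 within the larger one. On all genes of the list, 10 of the 10 tumors of the smaller cluster fell together on the list, with 4 of the 19 tumors of the larger cluster. With list genes outside S1 Table, 9 of the 10 fell together, with 3 of the 19. SRGN had an r of 0.126 (adjusted p = 0.61, permutation test) and ran from -3.77 to 1.69 over the tumors. RGS2 was not analysed here.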

**Fig 3:**
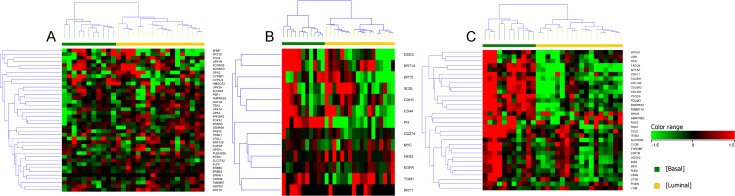
Supervised clustering of genes implicated in human iUC that assign luminal, basal and infiltrated phenotype to tumors. A list of reference genes reported to assign luminal (A), basal (B), and infiltrated (C) subtypes in human iUC was used to query the gene expression patterns in the canine iUC dataset. Supervised clustering of the data displays similar patterns of these genes in canine iUC as reported in human iUC [5,8,17].

### Enrichment of genes in canine basal iUC that assign claudin-low subtype in human iUC

Hierarchical clustering of bladder tumors using a list of genes that was previously utilized to define claudin-low tumors in human breast cancer patients, confirmed basal tumors to be enriched for claudin-low genes [18]. 

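The claudin-low genes from breast cancer in S3 Table that are outside the S1 list (36 genes) had an r of 0.726 (permutation p = 1e-05, adjusted p = 7e-05) and a rho of 0.724 (permutation p = 2e-05, adjusted p = 8.4e-05), and 29 of them rose along the component. Within the larger cluster r was 0.709 and within the smaller one 0.280. In the Ward clusters of the whole list, 10 of the 10 tumors of the smaller cluster fell together on the list, with 2 of the 19 tumors of the larger cluster. With list genes outside S1 Table, 8 of the 10 fell together, with 4 of the 19.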

Two luminal tumors also exhibited enrichment of genes associated with claudin-low subtype (Fig 4A). 

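CDH1 had Pearson's r with the component of -0.666 (permutation p = 0.00011, adjusted p = 0.000369) and Spearman's rho of -0.605 (permutation p = 0.00072, adjusted p = 0.00176), and CLDN7 an r of -0.656 (permutation p = 0.00018, adjusted p = 0.000445), with -0.589 for CDH1 and -0.663 for CLDN7 without the 2 tumors farthest from the median score. CLDN3 had an r of -0.0683 (adjusted p = 0.775, permutation test) and did not pass the correction. In the other direction, ZEB1 had Pearson's r with the component of 0.893 (permutation p = 1e-05, adjusted p = 5.22e-05) and Spearman's rho of 0.858 (permutation p = 1e-05, adjusted p = 5.88e-05), at the 99.9th percentile of all genes, where a p of 1e-05 is the smallest the permutations can give. ZEB2 had an r of 0.854 (permutation p = 1e-05, adjusted p = 5.22e-05). ZEB1 and ZEB2 were lower in tumors than in normals, by log2 fold change -3.08 (standard error 0.51, adjusted p = 2.41e-06) for ZEB1. Within the smaller cluster, r was -0.497 for CDH1 and 0.264 for ZEB1, and within the larger cluster -0.303 and 0.734. SNAI2 was not analysed here. CDH1, CLDN7, CLDN3, ZEB1 and ZEB2 are among the S1 genes, each left out of the component it was set against. The iUC claudin-low genes of S3 Table outside the S1 list (6 genes) had an r of -0.440 (permutation p = 0.0167, adjusted p = 0.0234) and a rho of -0.345 (permutation p = 0.0684, adjusted p = 0.0871), and r was -0.0138 with all genes of the list, which holds genes of both directions such as CDH1 and ZEB1. In the Ward clusters of the whole list, 10 of the 10 tumors of the smaller cluster fell together on the list, with 2 of the 19 tumors of the larger cluster. Only 6 of the 16 analysed genes of the list lie outside S1 Table, so the 2 groupings share most of these genes. On the 6 genes alone, the 10 tumors fell with 13 of the 19.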

In the panel of genes relevant to the claudin-low transcriptional subtype (Fig 4B), *CLDN7*, *CLDN3*, and *CDH1* were upregulated in canine luminal iUC, and *SNAI2*, *ZEB1*, and *ZEB2* were upregulated in canine basal iUC [8,17,18]. The enriched immune-suppressive signatures associated with claudin-low (in human breast cancer) and the enriched chemokines and cytokines enriched in human iUC (Fig 4D) further confirmed the claudin-low subtype in the majority of canine basal (and one luminal) tumors [18,19].

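The immune signature genes of S3 Table outside the S1 list (20 genes) had an r of 0.630 (permutation p = 0.00024, adjusted p = 0.000373) and a rho of 0.572 (permutation p = 0.00144, adjusted p = 0.00224), and all 20 rose along the component. The chemokines and cytokines (50 genes) had an r of 0.669 (permutation p = 0.00011, adjusted p = 0.000193). Within the smaller cluster the r was 0.0851 and 0.0608. In the list clusters, 7 of the 10 tumors of the smaller cluster fell together on the list, with 4 of the 19 tumors of the larger cluster for the immune signatures, and 8 with 4 for the chemokines and cytokines.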

**Fig 4:**
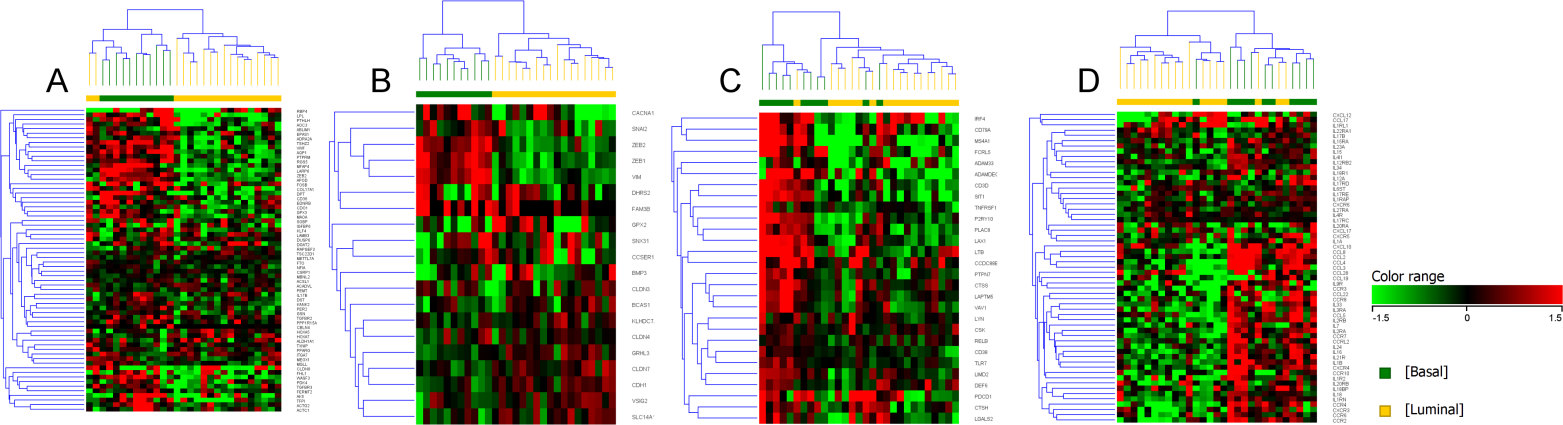
Supervised clustering of genes implicated in human iUC that assign claudin-low features in tumors. A list of reference genes reported to assign claudin-low subtype in human breast cancer (A), human iUC (B), enriched immune signatures associated with claudin-low subtypes (C), and enriched chemokines and cytokines (D) in human disease was used to query the gene expression patterns in the canine iUC dataset [18,19]. Supervised clustering of the data displays features resembling claudin-low patterns in the majority of canine basal iUC as reported in human iUC.

### Enrichment of genes in the *p53*, *p63*, and *PPARG* pathways in canine iUC

The *p53* signature genes [3,5] were enriched in some of the luminal and basal tumors, as reported in human iUC (Fig 5A). 

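The p53 genes of S4 Table outside the S1 list (55 genes) had an r of -0.181 (permutation p = 0.352, adjusted p = 0.352) and a rho of -0.172 (permutation p = 0.372, adjusted p = 0.372) with the component. Of these genes 17 rose and 38 fell along it. In the Ward clusters of the list, 8 of the 10 tumors of the smaller cluster fell together on the list, with 3 of the 19 tumors of the larger cluster.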

For example, *IGF-1*, *SERPING-1*, *MFAP4*, *LMO3*, and *PGM5* were enriched in canine basal tumors, whereas *CCNE2*, *CX3CL1*, *FEN1*, and *UHRF1* were found to be enriched in canine luminal tumors. 

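SERPING1 had Pearson's r with the component of 0.859 (permutation p = 1e-05, adjusted p = 5.22e-05) and Spearman's rho of 0.856 (permutation p = 1e-05, adjusted p = 5.88e-05), and MFAP4, IGF1 and PGM5 had an r of 0.739, 0.645 and 0.669, each with an adjusted p of at most 0.000407 by permutation. Without the 2 tumors farthest from the median score these were 0.845, 0.660, 0.605 and 0.595. FEN1 and UHRF1 had a negative r, of -0.178 and -0.289, and CX3CL1 had an r of 0.0209 that turned negative by rho (-0.0389). Their adjusted p were 0.439, 0.187 and 0.935 by permutation, and none passed the correction. Against the basal minus luminal list score, SERPING1 had an r of 0.349 and MFAP4 of -0.0310. LMO3 and CCNE2 were not analysed here.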

*P63* pathway genes such as *TNC*, *PI3*, *SERPINE-1*, *S100A8*, *GFI1*, and *RAC2*, were enriched in canine basal tumors (Fig 5B) [3,5]. 

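TNC had Pearson's r with the component of 0.754 (permutation p = 1e-05, adjusted p = 5.22e-05) and Spearman's rho of 0.759 (permutation p = 1e-05, adjusted p = 5.88e-05), GFI1 an r of 0.637, and RAC2 an r of 0.643, each with an adjusted p of at most 0.000445 by permutation. Against the basal minus luminal list score the r of TNC was 0.0965, not past the correction, while GFI1 (0.567) and RAC2 (0.524) passed it. S100A8 had an r of 0.285 (adjusted p = 0.191) by permutation and did not pass the correction. The p63 genes of S4 Table outside the S1 list (19 genes) had an r of 0.418 (permutation p = 0.0239, adjusted p = 0.0304) and a rho of 0.398 (permutation p = 0.0332, adjusted p = 0.0465), which fell to 0.280 without the 2 tumors farthest from the median score.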

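COL1A1, COL1A2 and CAV1 rose along the component. COL1A2 had Pearson's r with the component of 0.854 (permutation p = 1e-05, adjusted p = 5.22e-05) and Spearman's rho of 0.858 (permutation p = 1e-05, adjusted p = 5.88e-05), with 0.820 without the 2 tumors farthest from the median score. COL1A1 had an r of 0.729 and CAV1 of 0.730 (permutation p = 2e-05, adjusted p = 8.55e-05 for CAV1). All 3 were lower in tumors than in normals, by log2 fold changes of -3.04, -3.03 and -3.17. Against the basal minus luminal list score, the r of COL1A1 was 0.0778 and that of COL1A2 0.225, neither past the correction, and that of CAV1 was 0.516. The PPARG pathway genes of S4 Table outside the S1 list (15 genes) had an r of 0.699 (permutation p = 3e-05, adjusted p = 8.4e-05) and a rho of 0.638 (permutation p = 0.0003, adjusted p = 0.000525). Of these genes 12 rose and 3 fell along the component, with a median gene r of 0.0863. With all 28 genes of the list r was 0.907, but these include S1 genes that form the component. ACTA2 was not analysed here.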

Some of the genes upregulated in the *PPARG* pathway in basal tumors in human iUC, i.e., *COL1A1*, *COL1A2*, *CAV1*, and *ACTA2*, were also upregulated in canine basal tumors (Fig 5C) [5].

**Fig 5:**
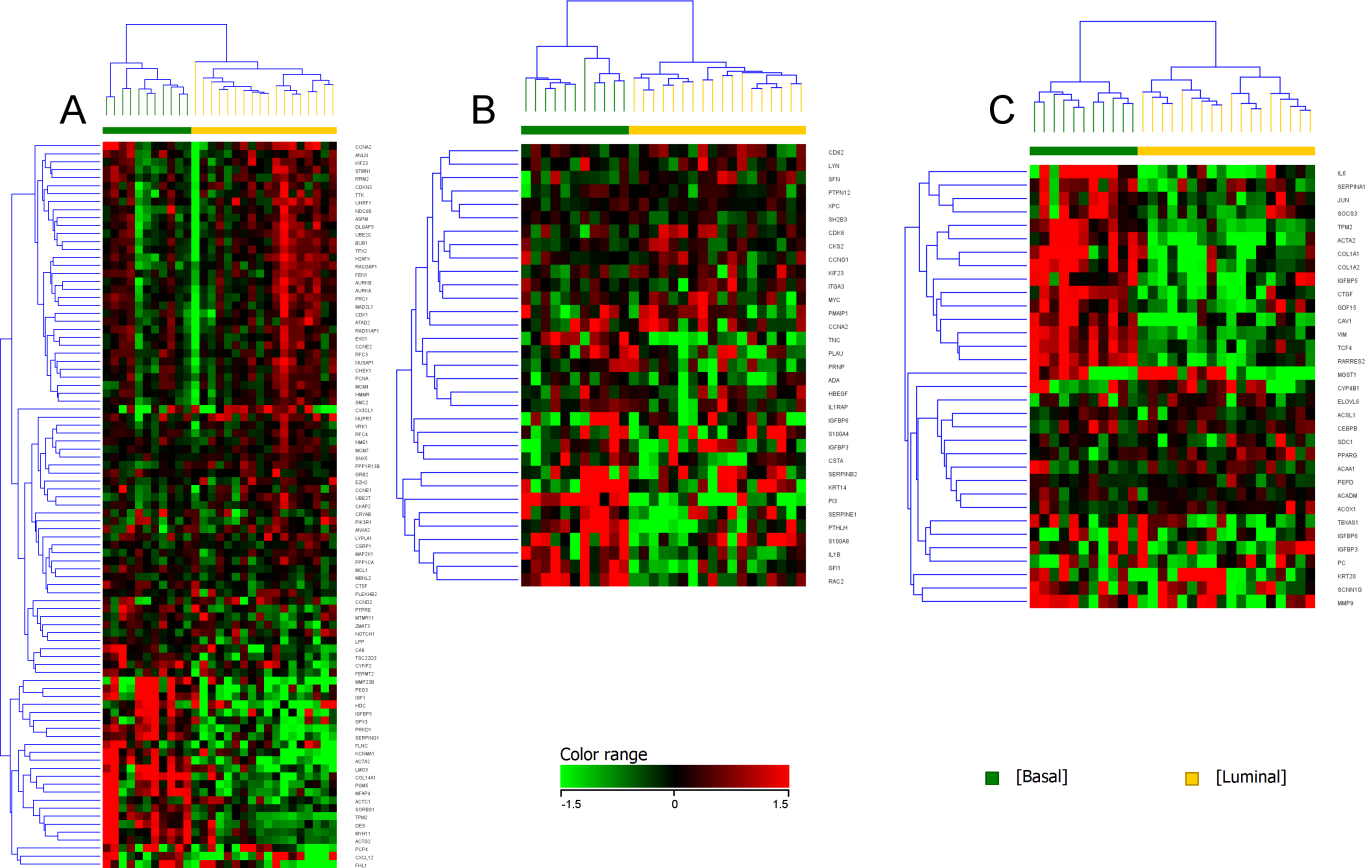
Supervised clustering of genes implicated in pathways of importance in human iUC. Genes reported to be of importance in *p53* (A), *p63* (B) and *PPARG* (C) pathways in human iUC were assessed in the canine iUC transcriptional subtypes. Normalized intensity values were used for supervised hierarchical clustering using Euclidean distance metrics and Ward’s linkage algorithm as a distance metric. Supervised clustering of the data reveals similar patterns of these genes as reported in human iUC.

### Predictive transcriptional subtype panel of genes for segregating canine luminal and basal iUC tumors

A panel of genes (n = 60) was developed as a class prediction model that could segregate canine iUC into basal or luminal subtypes (Fig 6A). 

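Of the 60 genes of S5 Table, 48 were in the analysed tables. A linear support vector machine (C = 1, genes scaled within each training set) trained on these genes with each tumor left out in turn assigned 25 of the 29 tumors (86.2%) to the cluster the S1 genes had given them (Wilson 95% interval 69.4% to 94.5%). The accuracy was 89.7% with the DESeq-normalized table, 93.1% with a radial kernel and 86.2% when the panel genes were left out of the clustering that gave the labels. Of 1000 random panels of 48 S1 genes, 892 reached at least the panel's number of correct tumors, with a median accuracy of 93.1% and a range from 72.4% to 100.0%. The labels come from clustering the same tumors, so the accuracy measures how well the panel repeats that grouping.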

The validation algorithm output predicted tumors with basal and luminal transcriptional subtype with an overall accuracy of 93.1%. Basal tumors were predicted with an accuracy of 100% (n = 11/11), and luminal tumors were predicted with 88.9% accuracy (n = 16/18). 

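With the linear kernel, 8 of the 10 tumors of the smaller cluster (80.0%) and 17 of the 19 of the larger one (89.5%) were assigned to their own cluster. With the radial kernel these were 9 and 18.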

Of particular interest are genes also implicated in human iUC including *PPARG*, *CTSF*, *LY6E*, *VGLL1*, *SERPINE2*, *SULT1A1*, *and CAV1* (Fig 6). 

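CTSF rose along the component, with Pearson's r with the component of 0.585 (permutation p = 0.00074, adjusted p = 0.00174) and Spearman's rho of 0.650 (permutation p = 0.00025, adjusted p = 0.000734), and SULT1A1 fell along it with an r of -0.432 (permutation p = 0.0204, adjusted p = 0.0357) and a rho of -0.317 (adjusted p = 0.146). CTSF was lower in tumors than in normals (log2 fold change -1.10 (standard error 0.25, adjusted p = 0.00021), limma) and SULT1A1 higher (log2 fold change 1.28 (standard error 0.26, adjusted p = 5.14e-05), limma). VGLL1 and SERPINE2 were not analysed here.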

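On the 48 panel genes in the analysed tables, the first principal component carried 36.5% of the variance over the tumors and the second 12.2%. The panel's first component had a Pearson's r of 0.963 (permutation p = 1e-05, the smallest the permutations can give) and a Spearman's rho of 0.947 (permutation p = 1e-05) with the first component of the S1 genes without the panel genes. Without the 2 tumors farthest from the median, r was 0.953. Within the smaller and the larger cluster it was 0.788 and 0.876. In the Ward clusters of the panel genes, 10 of the 10 tumors of the smaller cluster fell together on the list, with 2 of the 19 tumors of the larger cluster. All but 2 of the 48 panel genes are among the S1 genes, so these groupings share genes.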

The PCA plot shows clear segregation of basal and luminal subtypes (Fig 6) [3,5,6,8,10,17].

**Fig 6:**
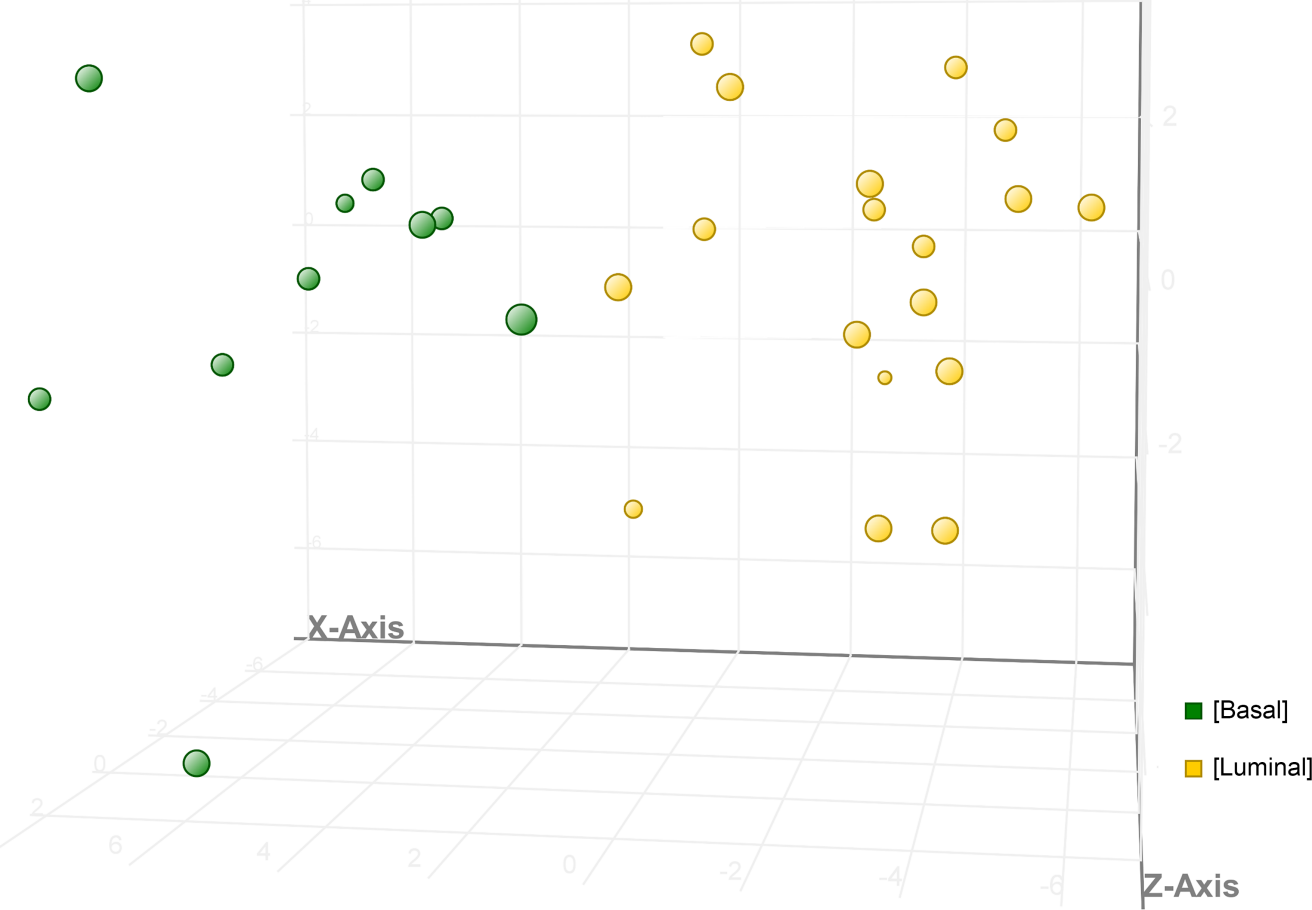
Class prediction model using a panel of genes selected to segregate canine iUC into basal and luminal subtypes. A smaller panel of genes of importance in characterizing basal or luminal subtypes in human iUC was used to develop a class prediction model using Support Vector Machine (SVM) alogrithm and using validation parameters with 100,000 iterations and using validation type “Leave One Out” to generate the validation algorithm outputs. This allowed the selection of a group of genes (n = 60) which could be used to assign canine iUC samples to luminal or basal subtypes. The PCA plot depicts the segregation of tumors as identified by SVM. Of particular interest are genes also implicated in human iUC such as *PPARG*, *CTSF*, *LY6E*, *VGLL1*, *SERPINE2*, *SULT1A1*, and *CAV1*.

### Enrichment of immune signatures in the majority of canine basal iUC samples

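Of the 595 genes in the immune profiling list of S6 Table, 468 were in the TMM-normalized table, 418 of them outside the S1 list. Their mean score had an r of 0.667 (permutation p = 0.0001, adjusted p = 0.000193) and a rho of 0.643 (permutation p = 0.00023, adjusted p = 0.00046) with the component, and 295 of the genes rose along it and 123 fell. Within the larger cluster r was 0.490 and within the smaller one 0.142, neither past the correction. In the Ward clusters of this list, 8 of the 10 tumors of the smaller cluster fell together on the list, with 3 of the 19 tumors of the larger cluster, and 2 of the smaller cluster stood apart.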

When analyzing a list of genes (n = 595) associated with immune profiling of human cancers in the canine iUC samples, immune signatures were enriched in 9 of 11 basal tumors as compared to luminal tumors (Fig 7A) [20]. 

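The interferon-inducible list of S6 Table holds 694 genes, 526 of them in the TMM-normalized table and 385 outside the S1 list. Their score had an r of 0.777 (permutation p = 2e-05, adjusted p = 8.4e-05) and a rho of 0.734 (permutation p = 3e-05, adjusted p = 8.4e-05), although only 59.7% of the genes rose along the component, against 51.6% of all genes. In the list clusters, 9 of the 10 tumors of the smaller cluster fell together on the list, with 0 of the 19 tumors of the larger cluster.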

Interferon-γ (IFN-γ) inducible genes (n = 694) were also found to be enriched in canine basal tumors (Fig 7B) [21]. Genes that are involved in immunosuppressive functions, i.e., those regulating the function of myeloid derived suppressor cells (MDSCs) and regulatory T-cells, and genes identified using GO:0002376 (immune system processes) were also found to be enriched in basal tumors. It was noted that two tumors identified as having the basal subtype did exhibit immune cold signatures. 

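The immunosuppressive genes of S6 Table outside the S1 list (23 genes) had an r of 0.678 (permutation p = 5e-05, adjusted p = 0.000117) and a rho of 0.718 (permutation p = 2e-05, adjusted p = 8.4e-05), and the immune system process genes (110 genes) had an r of 0.745 (permutation p = 1e-05, adjusted p = 7e-05) and a rho of 0.729 (permutation p = 2e-05, adjusted p = 8.4e-05). Without the 2 tumors farthest from the median score these were 0.672 and 0.745. Within the smaller cluster they were -0.218 and 0.0163, and within the larger one 0.611 and 0.503.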

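Of the 10 tumors in the smaller cluster on the S1 genes, 2 fell outside the list cluster that held most of them on the immune profiling list, 1 on the interferon-inducible list, 2 on the immunosuppressive list and 2 on the immune system process list.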

Variable number of luminal tumors were found to be enriched for immune signatures (1/18 as visualized in 7A, 7B and 7C, and 4/18 as depicted in 7D).

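Of the 19 tumors in the larger cluster on the S1 genes, 6 fell with most of the smaller cluster on the immunosuppressive list and 3 on the immune system process list. On the immunosuppressive list it was 4 with scaled genes and 2 with list genes outside S1 Table. With average linkage, 18 and 19 of the 19 did, since that linkage parted 2 and 1 of all tumors from the rest on these lists.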

**Fig 7:**
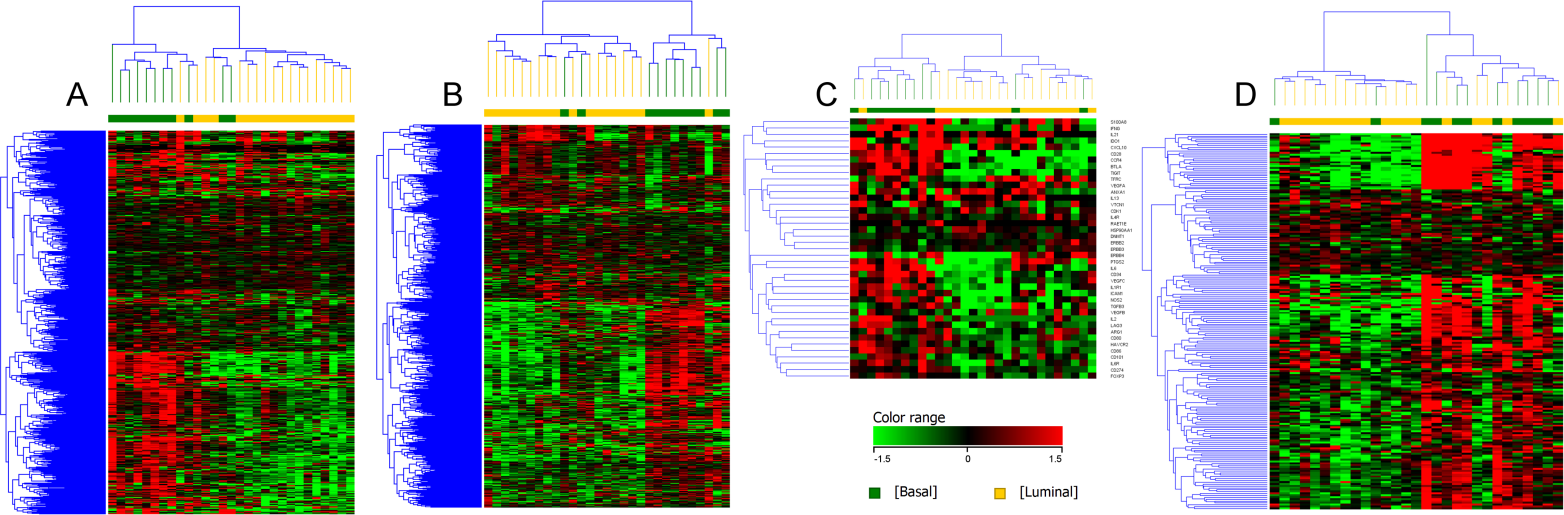
Expression patterns of immune signatures in canine basal and luminal iUC. A list of immune signature genes from different immune cell types, checkpoint inhibitors, antigens and genes covering both adaptive and innate immune response (nCounter, Nanostring, PanCancer Immune Profiling Panel, Seattle, WA) (A), interferon-γ inducible genes (from the Interferome database [22] (B), immunosuppressive genes regulating the function of myeloid derived suppressor cells (MDSCs) and regulatory T-cells (C), and genes enriched in immune system process identified from GO:0002376 (D) were used to visualize the gene expression patterns that exist in canine iUC. Normalized intensity values were used for supervised hierarchical clustering using Euclidean distance metrics and Ward’s linkage algorithm as a distance metric. Note the higher expression of immune genes in the canine basal iUC samples (A,B,C,D). Two basal tumors were found to be immune “cold”, and a minority of luminal tumors were identified as immune “hot”.

## Discussion

The most important outcome of the study was the finding of distinct luminal and basal subtypes in canine iUC. It is becoming widely accepted that these subtypes have critical bearing on the clinical behavior of iUC and response to therapy in humans, and thus must be modeled in pre-clinical animal models [10,19,22]. Luminal iUC commonly has *FGFR3*, *ERBB2*, and *ERBB3* activating mutations, and is thought to generally be associated with a better prognosis [10,23]. Basal iUC is enriched with *EGFR* and *HIF-1* expression, is often metastatic at presentation, and can possess squamous and sarcomatoid histological features and epithelial-to-mesenchymal transition cell biomarkers [10,23]. In canine iUC, 62% of tumors were luminal, and 38% were basal. These percentages are similar to those reported in human iUC [10].

It is noted that different reports in the literature have classified human iUC into two to six subtypes including some subclassifications of the two major (luminal, basal) subtypes [2,5,6,10,17,24]. Multiple studies have focused on TCGA data [4,10,17]. In a 2014 report of TCGA data from the first 131 samples, tumors were classified into four subtypes, referred to as clusters I-IV, with clusters I and II being luminal, and clusters III and IV being basal [4]. In the 2017 report of TCGA data from the larger set of 412 samples, iUCs were categorized into five subtypes including luminal papillary (similar to previous cluster I), luminal infiltrated (similar to previous cluster II), luminal, basal/squamous (similar to previous clusters III and IV), and neuronal subtypes [10]. Within the basal subtype, earlier reports also identified a subset referred to as claudin-low tumors characterized by *RB* mutations, *EGFR* amplification, and low expression of *FGFR3* and *PPARG* [6,17,19]. These tumors had enhanced immune signatures, but more immunosuppressive features (e.g. immune checkpoints) than immune enhancing features. Although our study of canine iUC did not reveal subtypes beyond luminal and basal subtypes, the finding of claudin-low and infiltrated features in some of the canine tumors suggest that these subtypes could exist in canine bladder cancer and may be elucidated with larger numbers of cases in follow-up studies. Regardless of the numbers of subtypes in human iUC, there is consensus that the most critical distinction is between luminal and basal subtypes, as occurs in canine iUC [10,22,24].

The characterization of subtypes is important because the prognosis and treatment response are thought to be impacted by the subtype of the cancer [4,10,19,22]. It is anticipated that future therapies could be tailored to the individual patient based in part, on the subtype of their cancer. It is recognized that basal tumors are inherently more aggressive and are associated with shorter overall survival than luminal tumors, yet basal tumors appear more sensitive to cisplatin-based therapies than luminal tumors. [3,4,5]. Additional subtypes also could affect treatment outcome. Luminal papillary tumors (previously included in TCGA cluster I) which have *FGFR3* mutations, fusions and amplifications, but an underactive immune environment may be best treated with *FGFR3* inhibitors [10]. Luminal infiltrated tumors (previously included in TCGA cluster II) would be expected to respond to immune checkpoint inhibitors, but less so to cisplatin-based regimens [10]. There is evidence for this in that patients with locally advanced and metastatic iUC refractory to platinum chemotherapy were more likely to respond to the anti-PD-L1 immune checkpoint inhibitor, atezolizumab, if they had luminal cluster II tumors [25]. Similarly, in a study in which iUC were assigned to subtypes using the “UNC” classification scheme, luminal tumors had the best overall survival with or without neoadjuvant chemotherapy [8]. Patients with basal tumors appeared to gain the most improvement in overall survival from neoadjuvant cisplatin-based chemotherapy [8].

In human iUC, claudin-low tumors have been reported to have poor overall survival regardless of treatment [8]. Claudin-low tumors are characterized by a stromal phenotype, enrichment of epithelial-to-mesenchymal transition (EMT) markers, immune response genes, and lack of luminal differentiation markers [18,19]. It has been proposed that claudin-low tumors express high levels of cytokines and chemokines normally repressed by PPARG [19]. The enrichment of immune signatures, in particular PD-CD1 in claudin-low tumors, reinforces the need to stratify these patients to potentially receive immune checkpoint inhibitor treatment as opposed to basal tumors that could respond better to chemotherapy [19].

Canine basal tumors were found to be enriched for *p63* pathway genes as reported in human basal transcriptional subtype [3]. Both canine luminal and basal iUC tumors expressed patterns associated with *p53* target genes, as previously reported in humans [3,5]. Although the *p53* phenotype was originally suggested to be a third subtype, this is now being reconsidered [3]. It is recognized that the contribution of stromal cells could have been driving the p53 signature in some of the tumors in earlier analyses [3].

An intriguing finding in the canine iUC samples, was the presence of different RNA-seq immune signatures between the luminal and basal subtypes. Identifying transcriptional immune signatures in tumors offers a tool to complement other methods (microscopy, immunohistochemistry, flow cytometry, and others) in analyzing the immune response to cancer and to cancer therapy [22]. There is renewed and growing recognition that the immune response impacts patient outcome, response to immunotherapies, and response to other types of treatments [26]. In melanoma and non-small cell lung cancer, for example, the tumor immune state is recognized for prognostic value and for predictive value in the response to immune checkpoint blockade therapies [27,28]. Immunotherapies are rapidly shifting the treatment priorities for bladder cancer, as well as other human cancers [29]. Within the last two years, there has been a dramatic shift in the treatment of metastatic iUC with the approval of five therapies targeting the programmed cell death protein (PD-1)/programmed cell death ligand 1 (PD-L1) axis [30]. As described in other cancers types, it is expected that the pre-existing tumor immune landscape in iUC will impact the response to chemotherapy as well as to immunotherapies. Molecular subtyping of the cancer could allow more precise prognostication, and the selection of therapies most likely to help each individual patient [31]. With the dramatic effects of immune checkpoint inhibitors only occurring in approximately 20% of patients, tools to assist in predicting and monitoring outcomes and in selecting patients most likely to benefit from immunotherapy are critical [30]. In human iUC, immune transcriptomic analyses have revealed different immune signatures of prognostic relevance in the molecular subtypes [22]. These immune signatures were also found in canine iUC.

RNA-seq data from the canine iUC samples were interrogated using four panels of immune genes. The nCounter PanCancer Immune Profiling Panel and GO analyses (GO:0002376 immune system processes) provide a broad picture of the immune landscape by incorporating several hundred genes from different immune cell types, common checkpoint inhibitors, tumor antigens, and other genes covering both the innate and adaptive immune response [20]. The third panel of genes used to interrogate the immune landscape in canine iUC consisted of 694 IFN-γ inducible genes from the Interferome database [21]. Interferons have a central role in anti-tumor immune responses, and are emerging as prognostic and predictive biomarkers of chemotherapy, as well as immunotherapy [32]. In analyses of human iUC samples, some of the most enriched biological processes included responses to IFN-γ, especially in cluster IV tumors [21]. In the canine samples, notable enrichment in IFN-γ inducible genes was also observed, especially in basal tumors. The fourth panel used consisted of immunosuppressive genes regulating the function of myeloid derived suppressor cells and regulatory T-cells (compiled from GSEA database). Immunosuppressive genes were also found enriched in basal tumors, further supporting the use of immunotherapy in basal iUC. Future work will focus on specific immune features in the canine tumors.

Another key finding from the study was the identification of a smaller subset of genes (60 genes) that can be used to categorize canine iUC as luminal or basal. This is similar to the finding of a small subset of 47 genes which could be used to distinguish human luminal and basal subtypes [6]. As larger canine iUC data sets become available, this panel of 60 genes can be further validated, and can expedite further studies.

The findings in this study further increase the value of the naturally-occurring canine model of iUC. Dogs with naturally-occurring iUC have previously been appreciated as a model for human iUC because of similarities in histopathology, molecular features, biological behavior (local invasion, distant metastases in 50% of cases), prognostic factors, and response to chemotherapy [11,12]. Clinical trials in pet dogs are quite feasible as most dog owners appreciate the access to new therapies for their pet, the opportunity to help generate new knowledge that will benefit other dogs and humans, and the financial assistance that often accompanies canine clinical trials [12]. New therapies and new combinations of therapies can often be evaluated in a frontline setting because there is not a highly effective, well defined or regimented standard of care that must be used in dogs [11,12]. In addition, most dog owners are open to allowing cystoscopy before and during treatment to obtain tissue samples for biological endpoints, and many dog owners will allow an autopsy and tissue collection if the dog is euthanized due to declining quality of life from the cancer or comorbid conditions. The work reported here adds to the value of the canine model by demonstrating the presence of luminal and basal subtypes, and suggesting a different immune landscape between the two subtypes. Furthermore, the identification of a canine 60-gene expression signature capable of distinguishing luminal versus basal tumor subtypes provides the opportunity, with further validation, to design a feasible point-of-care cross-species assay suitable for simultaneous parallel comparative oncology investigations in both canine and human bladder cancer patients to further optimize outcomes in both species.

In conclusion, this study provides compelling evidence for the presence of luminal and basal subtypes in naturally-occurring canine iUC, a finding that further increases the value and utility of this disease as a highly relevant model for translational research to improve the outcome of humans with iUC. Future work in larger iUC datasets is warranted to investigate additional subtypes, validate the 60-gene panel for distinguishing luminal and basal iUC, correlate subtypes to clinical outcome, and apply the canine iUC model in high impact translational research.

## Materials and methods

### Ethics statement

With consent from the owners of dogs with invasive urothelial carcinoma who were undergoing cystoscopy as part of their diagnostic evaluation, a small tissue sample collected during cystoscopy was saved for RNA sequencing analysis. This was approved by the Purdue Animal Care and Use Committee (Approval Number 1111000169).

### Experimental methods

#### Canine tissue samples

All tissues from dogs were collected with the approval of the Purdue Animal Care and Use Committee. Canine iUC tissues (n = 29) were collected by cystoscopic biopsy from treatment-naive dogs (n = 29), and samples were stored in trizol at -80°C. The tissues were selected sequentially as dogs presented for cystoscopic biopsies, and dogs of any age, gender or breed were included. Each tumor was obtained from a unique dog, i.e. one tumor sample sequenced per dog. Only tissues with histopathologic confirmation of iUC were processed for RNA isolation and included in the study. All tumors included in the study were high grade tumors [12] and had >95% epithelial cellularity. Since the majority of tumor samples were cystoscopic biopsies obtained with instruments small enough for use in dogs, the size of the samples was limited. Therefore, it was not consistently possible to assess the depth of invasion. None of the tumors exhibited squamous or adenoid differentiation [33]. Normal canine bladder tissue samples (n = 4) were collected from dogs that were being euthanized for conditions other than bladder related diseases. The urothelial layer was stripped from full thickness bladder using fine dissection and stored immediately in trizol (Invitrogen, Carlsbad, CA) at -80°C for subsequent RNA isolation.

#### Whole transcriptomic sequencing of normal and canine iUC tumor samples using RNA sequencing

Total RNA was isolated following manufacturer’s instructions (Invitrogen, Carlsbad, CA) and purified using RNAeasy (Qiagen, Valencia, CA). All samples were processed for RNA-seq and run in one batch at the Biomedical Genomics Core at Nationwide Children’s Hospital, Columbus, Ohio. The quality of total RNA was evaluated using NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE) and Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). RNA quality was considered acceptable if the RNA integrity number was seven or greater. Ribosomal-RNA was removed from total RNA with Ribo-Zero rRNA removal kit (Illumina), and mRNA libraries constructed (ScriptSeq v2 RNA-Seq library preparation kit, Epicentre Biotech, Madison, WI). Following purification, di-tagged cDNA was amplified by limit-cycle PCR and purified using AMPure XP System (Beckman Coulter) [34,35]. Paired-end 150 bp sequence reads were generated using Illumina HiSeq 4000 platform, to obtain an average of 50 million reads/sample. Raw reads were cleaned for PCR artifacts and adapter trimmed, then aligned to the canine genome (CanFam 3.1 reference genome) using COBWeb to obtain expression levels for annotated genes and isoforms (Strand NGS, v3.1, Build 235027, Agilent Technologies, Santa Clara, CA) [36].

#### Statistical analyses

Data were processed, and statistical analyses conducted using Strand NGS [36]. Raw RNA-Seq data were subjected to normalization (separately using TMM and DESeq), filtered by read metrics, and subjected to quantification. Pairwise comparison was performed using edge R (on TMM normalized data) and DESeq2 (on DESeq normalized data) with Benjamini-Hochberg FDR multiple testing correction (p < 0.05; 2-fold or higher change) comparing normal mucosa/urothelial layer samples vs canine iUC samples. Differentially expressed genes identified using both methodologies were pooled for subsequent analyses. Unsupervised clustering was performed on the tumor samples using K-means. Transcriptional subtypes were assigned by hierarchically clustering the normalized canine intensity values against genes with known expression patterns in human breast cancer [6,37]. Subclassification of transcriptional subtypes, i.e., luminal, basal, claudin-low, infiltrated was performed by hierarchically clustering the canine iUC database using genes of known importance in human iUC [3,5,8]. The canine iUC dataset was hierarchically clustered using genes enriched in *p53*, *p63*, *PPARG* pathways and genes of importance in human iUC [3,5]. Immune signatures were examined in canine iUC samples by hierarchically clustering genes of known importance in cancer (nCounter PanCancer Immune Profiling Panel) [20] and IFN-γ inducible genes from the Interferome database [21]. Immune genes enriched in basal and luminal tumors were identified by the GO term GO:0002376. Hierarchical clustering was performed for visualization of the differentially expressed genes using Euclidean distance metrics and Ward’s linkage algorithm as a distance metric. A panel of genes featuring the most significant luminal and basal genes to classify transcriptional subtypes in canine iUC samples was developed using Support Vector Machine alogrithm and using validation parameters with 100,000 iterations and using validation type “Leave One Out” to generate the validation algorithm outputs. Principal component analyses (PCA) plot was used to visualize the luminal and basal tumors.

## Supporting information

S1 Table List of genes (n = 829) used to identify basal and luminal subtypes in canine iUC samples. (XLSX) Click here for additional data file.

S2 Table List of genes used to assign luminal, basal and infiltrated tumors. (XLSX) Click here for additional data file.

S3 Table List of genes used to assign claudin-low subtype in canine iUC. (XLSX) Click here for additional data file.

S4 Table List of genes used to associate p53, p63 and PPARG pathways in canine iUC. (XLSX) Click here for additional data file.

S5 Table List of genes selected to segregate canine iUC into basal and luminal subtypes. (XLSX) Click here for additional data file.

S6 Table List of genes used to elucidate immune signatures in canine basal and luminal iUC. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

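RNA from 29 canine iUC tumors, collected by cystoscopic biopsy, and 4 samples of normal urothelial layer was sequenced in 1 batch. The authors aligned the paired-end reads to the canine genome with COBWeb in Strand NGS, quantified the annotated genes, normalized them separately by TMM and by DESeq, and deposited log2 values minus the median of each gene over the 33 samples. Where several samples share the lowest value of a gene, that value is a normalized value of 1 before the log; this floor was read from the values and is not described in the paper's text. The analysed copies of both tables end within a line, which was left out. Of their 25096 and 25139 genes, 12202 and 12212 carry a symbol, and 11073 symbols were matched to a RefSeq gene table used for names and chromosomes only; all but 19 lie on chromosomes 1 to 26. Other genes were not analysed here, among them DES, CTSE, VGLL1, CCNE2, SERPINE2, SNAI2, LMO3, ACTA2 and RGS2.

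The values are not counts, so no count test was run, and the total count of a sample is not known. The precision of a single value is limited by 1 read pair, whose worth was taken from the commonest low step of each sample. A test on log2 values had been written for linear tables with a pseudocount of 1; because the tables were already on the log2 scale, the values were used as they are. A gene was tested if it lay above its shared lowest value in at least 4 samples, and genes without a shared lowest value were kept. Tumors and normals were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment, an adjusted p of at most 0.05 and a change of at least 2-fold, and the calls of both tables were pooled. Because each gene is centred on its median, the trend carries little information on abundance, and a fit without it is given. In data simulated from the spread of 24471 genes, 182 of 200 genes changed by 3 on the log2 scale were called, and 5.21% of the calls were unchanged genes.

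The tumors were clustered by K-means with 2 groups on the pooled genes, and by Ward's linkage on Euclidean distances over the S1 genes and over each supplementary list. The subtype the authors gave to each tumor was not used here. Clusters were therefore named by their size, and no gene was compared between them. In place of the paper's comparison of subtypes, each named gene was correlated over the tumors with the first principal component of the S1 genes without that gene, and each list was scored as the mean z of its genes outside S1 Table. Every correlation has a two-sided permutation p from 100000 resamples, so 1e-05 is the smallest p they can give, and Benjamini-Hochberg values over 47 named genes or 14 lists; C9orf142 and COPS6 do not vary over the tumors and were not correlated. In simulated tumors, 200 of 200 related genes were called, with 6 unrelated ones, and the 10 tumors of a simulated cluster were recovered. The related genes were given a strong relation and set against the simulated score itself, not an estimated component. The simulated cluster was widely separated. This simulation therefore does not show how often weak correlations or overlapping clusters would be found. A support vector machine (C = 1) was scored by leaving out each tumor in turn. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

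The named genes are those the paper names as canine results, and the 5 with the largest rise and the 5 with the largest fall in tumors among genes past both thresholds in the TMM-normalized table, with a symbol, whose normals all lie on the same side of every tumor. Tests, designs, this rule and most alternatives were fixed before the data were examined: each table alone, the DESeq-normalized table, limma without the trend or with a weight per group, other filters, each normal left out, no fold-change threshold, scaled genes, other linkages, Spearman's rho, a basal minus luminal list score, all genes of a list, a radial kernel, and tumors left out or taken within a cluster. Alternatives chosen after the data were seen were samples centred on genes whose median lies above the lowest value, only such genes, and the share of olfactory receptor genes regressed out. The first 2 of these replaced an earlier form with genes never at the lowest value, which was run first and set aside because a minimum in every sample selects against genes that fell; its results are not given here. The median form also selects against them, since most samples are tumors. One gene the paper names is not reported here.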

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

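The tests of depth and of reads over silent genes were chosen after the result was seen, and the test of other splits was written before its value was computed.

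In 7 of 53 sets of 4 normal values, 1 normal lay far from the other 3 by Dixon's ratio, where chance alone gives about 2.65. The ratio of the gap to the range was 0.843 for CDK6, where normal B was highest, and 0.876 for S100A8, where normal C was lowest. Normal D stood apart for TBX2 (0.842), CDH1 (0.887), CX3CL1 (0.904), ZEB2 (0.845) and SRGN (0.869), highest for ZEB2 and lowest for the others. For CDH1 the log2 value of normal D was -2.93 against -1.83 in the nearest normal. Without normal D the pooled list held 13657 genes against 14667. Normal D had the highest value of 1 read pair, 3.62 against 2.90 to 3.45 in the other normals, and whether this bears on its values was not tested. No biological explanation was tested, since the labels give nothing that separates the 4 normals.

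Olfactory receptor genes were called lower in tumors in 461 of 465 cases in the TMM-normalized table, a share of 99.1% against 44.8% of other genes, by limma with Benjamini-Hochberg adjustment. These genes were above the lowest value in a median of 99.6% of cases in the normals and 18.9% in the tumors. The value of 1 read pair in the normals was 1.57 times that in the tumors in the TMM-normalized table and 1.93 times in the DESeq-normalized one. This value depends on the normalization as well as on depth. If the step is 1 read pair in every sample, in both tables it means fewer reads in the normals at the same normalized value. In the TMM-normalized table, 55 to 69 genes lay at that step in a normal, against 217 to 898 in a tumor. Whether it is the first step in the normals was not checked. Fewer reads would leave more genes at the lowest value, yet the normals had fewer such genes. In the TMM-normalized table these were 620 to 884 in a normal against 3564 to 8040 in a tumor. Only if the step is 1 read pair in the normals do these values argue against their greater depth as the source of their genes above the lowest value. Of 100 splits of the samples into 4 and 29, 1, the real one, gave as many differentially expressed genes; the next largest gave 10277, and the largest of the 59 splits with no normal among the 4 gave 71. Reads spread over silent genes, such as those from genomic DNA or another unspecific background in the normal libraries, may account for part of the genes called lower, and this was not told apart from a difference between tissues, because all normals were dissected samples and the tumors biopsies. In the TMM-normalized table, 6938 genes called lower and 1339 called higher had no overlap between normals and tumors, which chance gives for 0.00489% of genes in either direction.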

How the results depend on the processing

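Settings that use the median of a gene over all samples, or regress out the share of olfactory receptor genes, were chosen after the result was seen. Tests on counts and other pseudocounts were not run, since the values were on the log2 scale. No paired analysis was possible because the normals and the tumors share no replicate numbers.

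The pooled list of 14667 genes (17.8% higher in tumors) held 13821 from the TMM-normalized and 13422 from the DESeq-normalized table alone. It held from 13657 to 14651 across the fits that each left out one normal, 11213 with the stricter filter and 18486 (30.3% higher) without the fold-change threshold. Centring the samples gave 14003. With only genes whose median lies above the lowest value it fell to 8873 (29.2% higher). Since 29 of 33 samples are tumors, that setting leaves out genes that fall to the lowest value in tumors, keeping 6278 of 12052 genes called lower and 2595 of 2615 called higher, and so does not test the excess of lower genes. The number of named genes called was 46, with 40 in the DESeq-normalized table and from 42 to 44 with a normal left out. Of 392 log2 fold changes of named genes under alternatives, 369 kept their direction and call, 20 lost the call and 3 reversed. The call was lost in the DESeq-normalized table for PPARG, FOXA1, SNCG, S100A8, SRGN and SULT1A1, and without a normal for SNCG (D), RASA3 (C and D) and CTSF (C). S100A8 and SRGN lost it whichever normal was left out and with a weight per group. The reversed ones are of DSG3, -0.26 in the DESeq-normalized table, -0.0463 without normal B and -0.03 without normal C; it was 0.14 without normal A, against a main 0.04. The DESeq-normalized table shifts the log2 fold changes of all 49 named genes by a median of -0.30 (from -0.30 to -0.18), so its lost calls and reversal go with an offset shared by these genes. For the other changes the cause was not tested.

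K-means gave 3 and 26 tumors in each alternative set before the data were examined, and 13 and 16 with only genes whose median lies above the lowest value. The smaller Ward cluster held 9 to 11 tumors. On the luminal list, 5 tumors of the smaller cluster fell together, against 8 with scaled genes or with list genes outside S1 Table and 9 with average linkage, which parted 1 tumor from the other 28. The panel's accuracy ranged from 86.2% to 93.1%. Of 59 counts of tumors of the larger cluster that fell with them, 26 moved, most often with average linkage.

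Of 376 correlations of named genes under alternatives, 268 kept their direction and call and 32 reversed direction. With the direction kept, 70 no longer passed the correction and 6 newly passed it. A lost call need not mean a smaller r. Past the correction were 27 genes in the main setting, 13 with the basal minus luminal list score, 9 within the larger Ward cluster and 0 within the smaller one, where 7 had an unadjusted p under 0.05. Within a cluster there are fewer tumors and a narrower range of the component, since the clusters come from the same genes, so less can pass there. With the basal minus luminal score, ACTG2, TPM2, TAGLN, MYH11, CLDN7, CDH1, PI3, ZEB2, IGF1, SERPING1, PGM5, TNC, COL1A1, COL1A2, CTSF and PLPPR4 lost the call. Reversed with it were LY6E (0.206), CLDN3 (0.307), FEN1 (0.0905), MMP9 (-0.0586), MFAP4 (-0.0310), LYPD2 (0.0505), CDH19 (-0.0547) and GPRC6A (0.0751). Reversed within the smaller cluster were PIGR (0.440), PPARG (0.225), FOXA1 (0.0960), CDK6 (0.121), TBX2 (0.200), SNCG (0.0156), LY6E (0.0672), FEN1 (0.333), PI3 (-0.294), KRT14 (-0.170), S100A8 (-0.123), GFI1 (-0.0373), LYPD2 (0.197) and GPRC6A (0.663), and within the larger one FOXA1 (0.0386), TBX2 (0.0906), KRT14 (-0.211), SRGN (-0.0908) and CDH19 (-0.0212). By Spearman's rho, CX3CL1 (-0.0389) and SRGN (-0.0571) reversed. CX3CL1 (-0.0640) did so with scaled genes, and CX3CL1 (-0.0106) and LIPG (-0.0644) without the 2 tumors farthest from the median. The cause was not tested.

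Of 124 list correlations, 92 kept their direction and call. The number past the correction was 11, falling to 2 within the larger cluster and 0 within the smaller one, where 1 had an unadjusted p under 0.05. Within the smaller cluster, infiltrated (0.438), claudin-low, breast (0.280), claudin-low immune (0.0851), chemokines and cytokines (0.0608), p63 (0.103), PPARG (0.364), PanCancer immune (0.142), IFN-gamma inducible (0.667) and immune system process (0.0163) lost the call and luminal (0.374), claudin-low, iUC (0.121) and immunosuppressive (-0.218) reversed. Within the larger one, infiltrated (0.339), claudin-low, iUC (-0.0621), claudin-low immune (0.389), chemokines and cytokines (0.525), p63 (0.0498), PPARG (0.462), PanCancer immune (0.490), IFN-gamma inducible (0.307) and immune system process (0.503) lost the call and luminal (0.0604) reversed. With the basal minus luminal score, infiltrated (0.207) lost the call, as did claudin-low, iUC (-0.345) by rho and claudin-low, iUC (-0.325) and p63 (0.280) without the 2 farthest tumors. With all genes of a list, luminal (-0.423) and basal (0.401) passed the correction and claudin-low, iUC (-0.0138) did not. That setting includes list genes that are part of the component, so it is not independent of it. With centred values in place of z, basal (0.433) passed it, claudin-low, iUC (-0.161) did not, and p53 (0.0874) reversed. The cause was not tested.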

Differences from the paper's values

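The setting restricted to genes whose median lies above the lowest value was chosen after the result was seen.

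The paper's K-means groups held 13 and 16 tumors, and those found here held 3 and 26. None of the alternatives set before the data were examined closed the gap. With only genes whose median lies above the lowest value, a setting chosen after seeing the values, the groups held 13 and 16. In the paper all 11 tumors of the smaller cluster on the S1 genes fell in the smaller K-means group, and here 1 of 10 did, under every alternative set before; 10 did under that same setting, chosen after seeing the values.

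On the immune profiling list, 3 tumors of the larger cluster fell with the smaller one, against the paper's 1, and no alternative closed the gap. On the IFN-γ inducible list it was 0 against the paper's 1; it was 1 with the DESeq-normalized table and with list genes outside S1 Table, and not with scaled genes or average linkage. On the immunosuppressive list it was 6 against the paper's 1, with 4 for scaled genes and 2 for list genes outside S1 Table, and no alternative closed the gap.

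Other values lay within 1.5 times the paper's, and some of them were reached by a setting. The paper's accuracy of 100% in basal tumors was not reached by any, with 80.0% to 90.0% in the smaller cluster. The S1 clusters had the paper's sizes of 11 and 18 with only listed genes that were differentially expressed. A radial kernel reached the paper's accuracy of 93.1%, and average linkage placed the paper's 9 tumors of the smaller cluster together on the immune profiling list, but only by parting 1 tumor from the other 28. With scaled genes, the paper's 4 tumors of the larger cluster fell with them on the immune system process list.

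The paper places CX3CL1 with the luminal tumors, and here its r with the component was 0.0209, negative by Spearman's rho, with scaled genes and without the 2 farthest tumors, and never past the correction. The paper places CLDN3 with the luminal tumors, and its r was -0.0683, not past the correction under any setting. The paper also names PPARG, CDK6, TBX2, LY6E, FEN1 and UHRF1 for luminal tumors and MMP9, PLAUR, KRT14 and S100A8 for basal tumors, and their r did not pass the correction in the main setting. Spearman's rho called MMP9 and also CDK3, which the paper names as differentially expressed, and the basal minus luminal score called PPARG, PLAUR, KRT14 and S100A8.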

Other observations

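The tests of olfactory receptor genes, marker scores and genes at the lowest value in every tumor were chosen after the result was seen; those of a single cloud of tumors, of random panels and of the first pair of tumors were written before their own values were computed, but after the clusters and the resemblance of that pair had been seen.

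The share of olfactory receptor genes above the lowest value had an r of 0.751 with the first component of the pooled genes over the 29 tumors (permutation p = 4e-05), which fell to 0.507 without the 2 tumors farthest from the median share. Background reads over silent genes may therefore shape the K-means groups. The 3 tumors of the smaller group had the highest shares, 91.7%, 87.1% and 74.8%, against 49.8% in the next tumor. Receptor genes are themselves among the pooled genes, so the share is not independent of the groups. The same share had an r of 0.0233 with the component of the S1 genes (permutation p = 0.907; rho -0.0525, permutation p = 0.788; r -0.151 without those 2), so the order of the tumors on the S1 genes was not explained by it.

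Marker genes outside S1 Table were scored for 6 cell types. The fibroblast score, of 3 genes, had an r of 0.812 with the S1 component (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 6e-05), the endothelial score 0.736 (adjusted p = 6e-05), smooth muscle, also of 3 genes, 0.671 (adjusted p = 0.00024) and leukocytes 0.585 (adjusted p = 0.00126). The basal keratinocyte score had an r of 0.195 (adjusted p = 0.314), and 0.362 with the fibroblast score regressed out of both (permutation p = 0.0558). The pan-epithelial score had an r of -0.351 (adjusted p = 0.0744), but rests on 2 genes, and the decision that so few genes cannot settle the question was made after its value was seen. The share of non-epithelial cells in a biopsy may thus contribute to the component, and cannot be told apart from expression by the tumor cells. The paper states that the tumors had over 95% epithelial cellularity. Within the smaller and the larger cluster the r was 0.765 and 0.612 for fibroblasts, and 0.466 and 0.752 for smooth muscle. It was -0.380 and 0.724 for endothelium, and 1.70e-04 and 0.325 for leukocytes. For the pan-epithelial score, of 2 genes, it was 0.465 and 0.0169, opposite in sign to the -0.351 over all tumors. The basal keratinocyte score gave 0.0768 and 0.166.

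Of 1000 sets of tumors simulated from a single cloud with the component variances of the S1 genes, 31.1% gave Ward clusters as far apart as the real ones, whose separation was 20.0% of the variance against a simulated median of 18.0%. This test could hardly have told clusters from a cloud: the clouds keep the real component variances, 5% of them exceeded 24.7%, and 2 clusters cannot take up more than the 25.1% of the first component. Whether the tumors form separate groups or one continuous range was left open. Of 1000 random panels of S1 genes, 89.2% were as accurate as the panel of S5 Table, so many sets of S1 genes could serve as well in these tumors.

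In 2 pairs of tumors the titles carry the same number. The tumors of 1 of these resembled each other more than any other pair, with an r of 0.574 over genes against 0.421 in the next pair. Their values differed by an SD of 0.68 (log2), more than between the normals (0.50 to 0.64) and less than between any other tumors (0.81 or more), which is not what 1 library deposited 2 times would give. They ranked 1 of 406 pairs by the fewest genes at the lowest value in one and at least 16 times above it in the other, with 40 such genes against 41 in the next pair and a median of 113. They may be samples of one dog, although the paper states that each tumor came from a unique dog. By the count of such genes, the margin over the next pair was small. The other pair that shares a number, examined after these values were seen, ranked 281 of 406 with 135 such genes and had an r of -0.0465, so a shared number alone does not mark tumors that resemble each other. All were counted as separate tumors here.

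Of 3587 genes at least 16 times above the lowest value in every normal, 9 were at the lowest value in all 29 tumors and 437 in 25 to 28 tumors. In the other direction, 0 genes were at the lowest value in every normal and at least 16 times above it in every tumor. Of the 9 genes, the 4 with a symbol are C9orf142, COPS6, MRPL24 and PRSS8. Their means were 8.27, 7.98, 6.96 and 5.92 (log2) above the lowest value in normals. MRPL24 and PRSS8 were chosen after their values were seen. Whether reads of these genes were left uncounted in the tumors cannot be told from the tables, and no biological explanation was tested.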
